A study of Mus musculus with 12 samples.

How the data were processed

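Ileal intestinal epithelial cells from wild-type C57BL/6 mice were sorted as cells without the leukocyte marker CD45.2 and with the epithelial marker EpCAM. Per the labels' protocols, RNA was isolated with a column kit and stranded libraries were made from total RNA after removal of ribosomal RNA. The labels give 12 samples in 4 groups of 3. Experiment A holds uninfected mice and mice infected with *Cryptosporidium tyzzeri* for 5 days, and experiment B holds uninfected mice and mice infected for 3 days. Time point and experiment are therefore confounded. The label of infected 5 days replicate 3 says that it was removed for poor sequencing depth, and no column carries its name, so 11 libraries were analysed: 3 uninfected A, 2 infected 5 days, 3 uninfected B and 3 infected 3 days. Each column was tied to its sample through the sample title.

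The authors deposited 1 table of log2 CPM (library-size-scaled counts) per gene, with 13709 rows and 11 library columns. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here, so no genomic coordinates are reported. The unit was inferred from the header and the values. The sum of 2 to the power of the deposited values was between 941839 and 1141301 per column, and the lowest value was the same in every column, at a log2 of -4.16 or 0.0561 CPM. These are the values that a count scaled to library size with an added constant gives. If that constant was a prior count of 2, the mean scaled library was 35.7 M reads. Every row exceeded 0 on the log2 scale in at least 2 libraries, so the planned filter on low values (1 CPM in at least 2 libraries) removed no gene. A difference of deposited log2 values is called a log2 fold change here. It understates the change of genes near the lowest value, because of the added constant.

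Depth was estimated from the steps between low values. The scaled library size was between 14.2 and 49.6 M reads, with a mean over libraries of 35.9 M reads, and the estimated reads in the table were between 14.6 and 48.3 M reads. Between 11.7% and 15.2% of low values fell within 0.02 reads of a whole number, against 3.8% to 4.0% by chance. Most counts in the table were therefore not whole, and no count model was run. The design fixed beforehand a count test if the table held counts and limma otherwise, so limma was used.

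Symbols were deposited in capitals. Mouse spelling was restored by matching to GENCODE release M21 (13114 symbols, 95.7%), then to a RefSeq gene table (16), and 575 were left as deposited. Spreadsheet date numbers stood in place of symbols in 18 rows. Of the rows sharing a symbol, 4 were identical copies and were dropped. The 13705 entries left were each tested as a gene, though some still shared a symbol. A further 27 rows, in 12 groups, held the same values as a row of another symbol. GENCODE M21 was used only for names, for overlaps between annotated genes, and for transcript length and GC content, which 13115 genes (95.7%) had. The strand used in counting is not given in the sources used here, so overlapping genes cannot be told apart with certainty. This concerns *Igtp* (with *Irgm2*), *Tgtp1* (with *Gm12185*, and with *Tgtp2* as a near-identical copy), *Naip1*, *H2-Eb1*, *Irf1*, *Ciita*, *Cd74*, *Gbp2*, *Cxcl10* and *Il18*. Reads of *Naip1* can also be split among its *Naip* paralogs.

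A model with 4 group means was fitted to the log2 values of all 11 libraries with limma (lmFit, and eBayes with an intensity trend, two-sided), so that all groups shared 1 estimate of the spread per gene with 7 residual degrees of freedom. Contrasts were infected 5 days against uninfected A, infected 3 days against uninfected B, the difference between these effects, and uninfected A against uninfected B. P-values were adjusted over all genes tested by the Benjamini-Hochberg method and called at 0.05. Gene lists written beforehand were tested with camera in limma (preset inter-gene correlation of 0.01, two-sided), with adjustment over the 16 lists within a contrast. Each list median was also placed among 10000 random lists of the same size matched on mean expression in 20 bins. The lists were interferon-gamma-induced genes, type I/III interferon-induced genes, MHC class II, antimicrobial and acute phase genes, cholesterol synthesis, cell cycle, and markers of enterocytes, goblet, Paneth, tuft, enteroendocrine, stem, immune, stromal and red blood cells, and sex genes. The MHC class II list shared 7 of its 8 genes with the interferon-gamma list. Only 10 of 19 immune genes, 3 of 9 stromal genes and 2 of 5 sex genes were in the table.

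Named genes followed a rule fixed beforehand. At 5 and at 3 days these were the 5 largest rises and the 5 largest falls among called genes with a group mean of at least 5 CPM in at least 1 group and with every infected library on the same side of every uninfected library of its experiment. For the difference between effects and for the uninfected groups they were the 3 largest per direction, without the last condition. A further 14 interferon-related genes were fixed whatever their values, of which 1 is not reported here. *Tbc1d19*, *H2-Ab1*, *H2-Eb1*, and *Naip1* in the comparison of uninfected groups, were called but lie outside the rule and were named after their values were seen.

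The fit was tested on simulated data before use, with 13705 genes and 100 changed genes per fold size and comparison. Changed genes were drawn only from those with a mean of at least 5 CPM. Each gene had 1 pooled spread, which was given to all libraries alike. With the spread measured in all 11 libraries, 15% of genes with an absolute log2 fold change of 1 and 59% of those with 2 were recovered at 5 days, and 21% and 74% at 3 days. With the spread measured without infected 3 days replicate 1, the shares were 62% and 92% at 5 days, and 66% and 96% at 3 days.

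Alternatives were a stricter filter (mean of at least 5 CPM, 9978 genes), quantile normalization, a shift of all libraries to the same median, limma without trend, array quality weights, each library left out in turn, only the groups compared, the uninfected libraries of both experiments as a single group (the series design text speaks of 3 conditions), the replicate number as a block, stricter thresholds, and for lists camera with an estimated correlation and fry. Weights from voom on the recovered estimated counts, and array quality weights and the block for gene lists, were added after the data were seen. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.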

Results

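RNA of sorted ileal epithelial cells was sequenced from mice left uninfected or infected with *Cryptosporidium tyzzeri*, a parasite of the mouse intestine that lives inside enterocytes. The series title concerns crosstalk of enterocytes with group 1 innate lymphoid cells and control of the parasite by interferon-gamma. The comparisons therefore addressed how the epithelial transcriptome, and interferon-gamma target genes in it, changed after infection. In experiment A, 3 uninfected libraries were set against 2 libraries infected for 5 days. In experiment B, 3 uninfected libraries were set against 3 libraries infected for 3 days. The deposited values were log2 CPM, and 13705 entries of the table were tested as genes, some of which shared their symbol or their values with another entry. Depth, estimated from the steps between low values as scaled library size, was between 38.7 and 42.3 M reads in uninfected A and between 36.5 and 38.7 M reads in uninfected B. It was between 36.3 and 49.6 M reads in the libraries infected for 3 days, and only 14.2 and 23.1 M reads in the libraries infected for 5 days. At these depths the counting error was small beside the spread between mice. Over genes with a mean log2 CPM of at least 5, the SD of the log2 difference between replicates was 0.24 to 0.35 for all pairs without infected 3 days replicate 1, where counting alone gives 0.04 to 0.06.

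Infected 3 days replicate 1 stood apart from the other 10 libraries. Its Pearson correlation with them across genes was between 0.801 and 0.838, whereas the other 10 correlated with each other at 0.93 to 0.963. Its SD of the log2 difference from the other libraries infected for 3 days was 1.27 and 1.23. The first principal component held 38.1% of the variance, with a score of 165.3 for this library and scores between -36.7 and 4.6 for the others. Its label gives no reason to leave it out, so it stayed in all comparisons, and values without it are given where it decides a count.

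**Figure D1:**
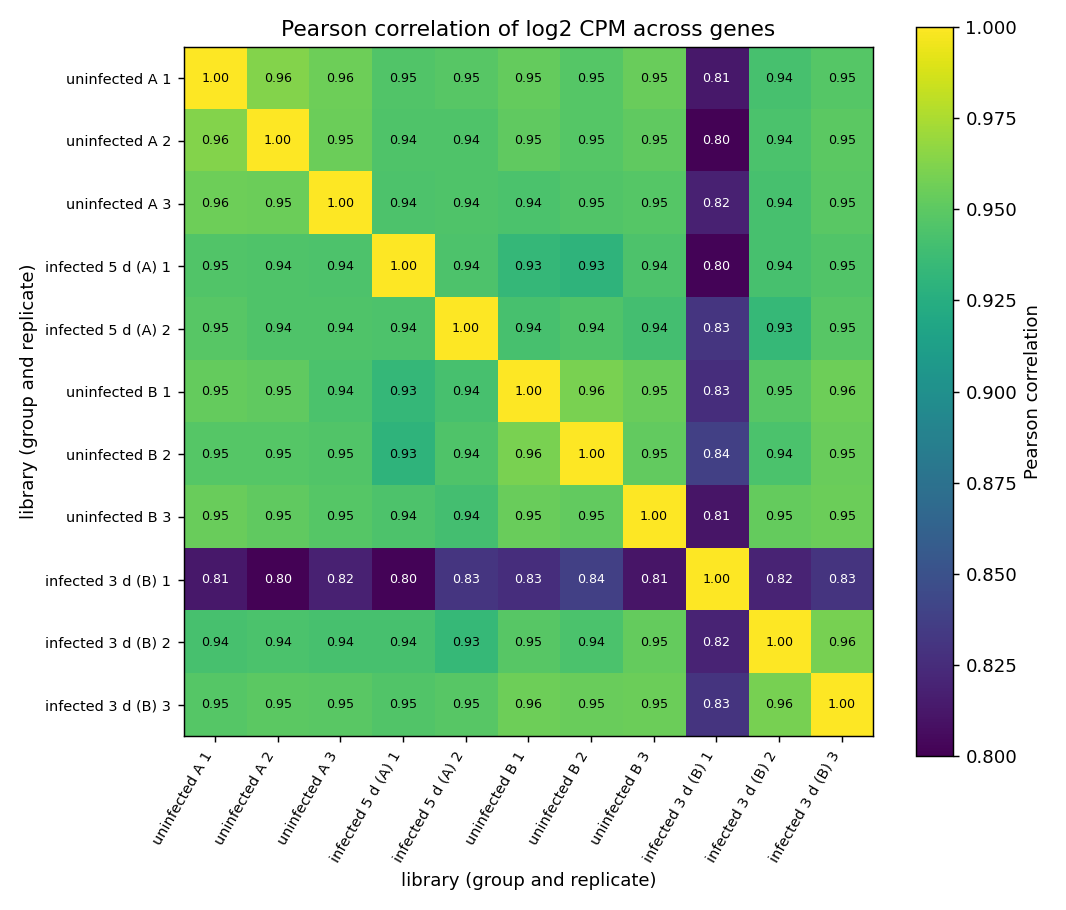
Pearson correlation of log2 CPM across genes for each pair of the 11 libraries, with the libraries by group and replicate on both axes and the correlation as colour and as printed value. The row of infected 3 days replicate 1 lies between 0.80 and 0.84, and the other pairs lie between 0.93 and 0.96.

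After 5 days of infection, limma called 1 gene at a Benjamini-Hochberg adjusted p under 0.05, which was lower in infected libraries. The unadjusted p was under 0.05 for 644 genes, where 5% of the genes tested is 685. The called gene, *Tbc1d19* (adjusted p 0.046; named after its values were seen), was listed at the lowest value of the table in both infected libraries and at 1.62, 2.21 and 1.42 log2 CPM in the uninfected ones. Over the 11 fits that each left out 1 library its adjusted p ranged from 0.00168 to 0.18, and it lost the call in 7, namely without any 1 of the 5 experiment A libraries and without uninfected B replicate 1 or replicate 2. Across genes, 3975 (29%) had both infected libraries on the same side of all 3 uninfected libraries, where chance gives 20%. The count of called genes was moved most by leaving out infected 3 days replicate 1, which enters this comparison only through the shared estimate of the spread. Without it 116 genes were called, 48 higher and 68 lower, and 1872 genes had an unadjusted p under 0.05 by limma. Array quality weights, which gave that library a weight of 0.05, called 61 genes, and all 61 were among the 116. The count was 0 without uninfected A replicate 2 or replicate 3, or without uninfected B replicate 1 or replicate 2. It was 3 without uninfected B replicate 3 or infected 3 days replicate 3. Without uninfected A replicate 1 it was 1, but a different gene, which was higher in infected libraries. Without infected 3 days replicate 2 it stayed at 1, with the same gene. In these fits 435 to 646 genes had an unadjusted p under 0.05. Fits without either library infected for 5 days left a lone library in that group, so their counts are not given here.

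After 3 days of infection, limma called 7 genes, all higher in infected libraries, and 1093 genes had an unadjusted p under 0.05. With 1 library left out, the latter number ranged from 534 (without uninfected B replicate 1) to 2750 (without infected 3 days replicate 2). Groups were separated without overlap for 2056 genes (15%), where chance gives 10%. *Igtp*, an interferon-inducible GTPase gene, rose from 3.39 ± 0.46 (SD, n = 3) to 6.65 ± 0.81 log2 CPM (SD, n = 3). Its log2 fold change was 3.26 (SE 0.37, adjusted p 0.014). *Tgtp1* and *Iigp1*, of the same GTPase family, had log2 fold changes of 6.13 (SE 0.72) and 5.89 (SE 0.68), both with an adjusted p of 0.014. *H2-Aa*, which encodes an MHC class II chain, rose by 2.87 (SE 0.36, adjusted p 0.021). *H2-Eb1* and *H2-Ab1*, named after their values were seen, rose by 2.02 (SE 0.26, adjusted p 0.024) and 1.86 (SE 0.26, adjusted p 0.044). *Naip1*, which encodes a cytosolic sensor protein, was listed at the lowest value of the table in all 3 uninfected libraries and at 2.89, 2.85 and 3.65 log2 CPM in the infected ones (adjusted p 0.0011). Every infected library exceeded every uninfected library of experiment B for each of the 7 genes. Of the 7, *Igtp*, *Tgtp1*, *Naip1* and *H2-Eb1* overlap another annotated gene, and *Naip1* and *Tgtp1* have close paralogs, so their reads are uncertain.

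The calls at 3 days rested on few libraries. *Naip1* was called in all 11 fits that left out a library, but in 4 of 8 other settings it was not (adjusted p up to 0.264). With the uninfected libraries of both experiments as one group its log2 fold change fell from 7.29 to 4.60, and 3 of the 7 genes kept the call. Of the 11 fits, *Igtp*, *Tgtp1* and *Iigp1* were called in 9, losing the call without uninfected B replicate 1 or replicate 2. Without either of these libraries 1 gene was called. *H2-Aa*, *H2-Eb1* and *H2-Ab1* were called in 5, 4 and 3 of the 11 fits. All 3 lost the call without uninfected A replicate 3, without any 1 of the uninfected B libraries and without either library infected for 5 days, *H2-Eb1* and *H2-Ab1* also without uninfected A replicate 1, and *H2-Ab1* also without uninfected A replicate 2 (adjusted p up to 0.357). Array quality weights moved the count most, to 166 genes (91 higher, 75 lower). Without infected 3 days replicate 1, 19 genes were called (18 higher, 1 lower), which included the 7. The count was 13 without infected 3 days replicate 3, and 4 without uninfected A replicate 3, uninfected B replicate 3 or either library infected for 5 days.

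Of the 14 genes fixed beforehand, 7 passed an adjusted p of 0.05 adjusted over the list alone at 5 days, and none of these passed when adjusted over all genes tested. *Igtp* rose from 4.34 ± 0.22 (SD, n = 3) to 7.03 ± 0.14 log2 CPM (SD, n = 2), a log2 fold change of 2.69 (SE 0.42) with a limma adjusted p of 0.12 over all genes and 0.00067 over the list. *Ido1* rose by 2.17 (SE 0.42, 0.0021 over the list) and *Irgm1* by 1.21 (SE 0.28, 0.0055 over the list). *Gbp2* and *Cd74* rose by 2.93 and 1.16, both at 0.026 over the list. *Il18*, also at 0.026, was listed at the lowest value in 2 uninfected A libraries and at 0.40 log2 CPM in the other, against 1.14 and 0.62 in the infected ones. *Ciita* (0.054) and *Irf1* (0.074) missed the threshold, with rises of 1.39 and 0.47. The count of 7 fell to 3 without uninfected A replicate 1, 4 without uninfected A replicate 3, 3 and 2 without infected 5 days replicate 1 and replicate 2, and rose to 11 without infected 3 days replicate 1.

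At 3 days, 9 of the 14 passed over the list alone, and 1 of them, *Igtp*, over all genes tested. *Cd74*, the invariant chain of MHC class II, rose from 9.25 ± 0.15 to 11.01 ± 0.76 log2 CPM (SD, n = 3 each), a log2 fold change of 1.76 (SE 0.33, 0.17 over all genes and 0.0018 over the list by limma). *Ciita*, the transcriptional activator of MHC class II, rose by 2.26 (SE 0.50, 0.0025 over the list). *Irgm1*, *Cxcl10*, *Irf1*, *Ido1* and *Gbp2* rose by 1.19, 2.26, 0.75, 1.43 and 3.14, with values over the list between 0.0021 and 0.0069. *Nos2*, *Il18*, *Ifngr1*, *Ifnlr1* and *Reg3g* did not pass at 3 days, with log2 fold changes between -0.30 and 0.46 and values over the list between 0.61 and 0.97. At 5 days *Nos2*, *Cxcl10*, *Ifngr1*, *Ifnlr1* and *Reg3g* did not pass either, with log2 fold changes between -0.82 and 0.59.

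**Figure D2:**
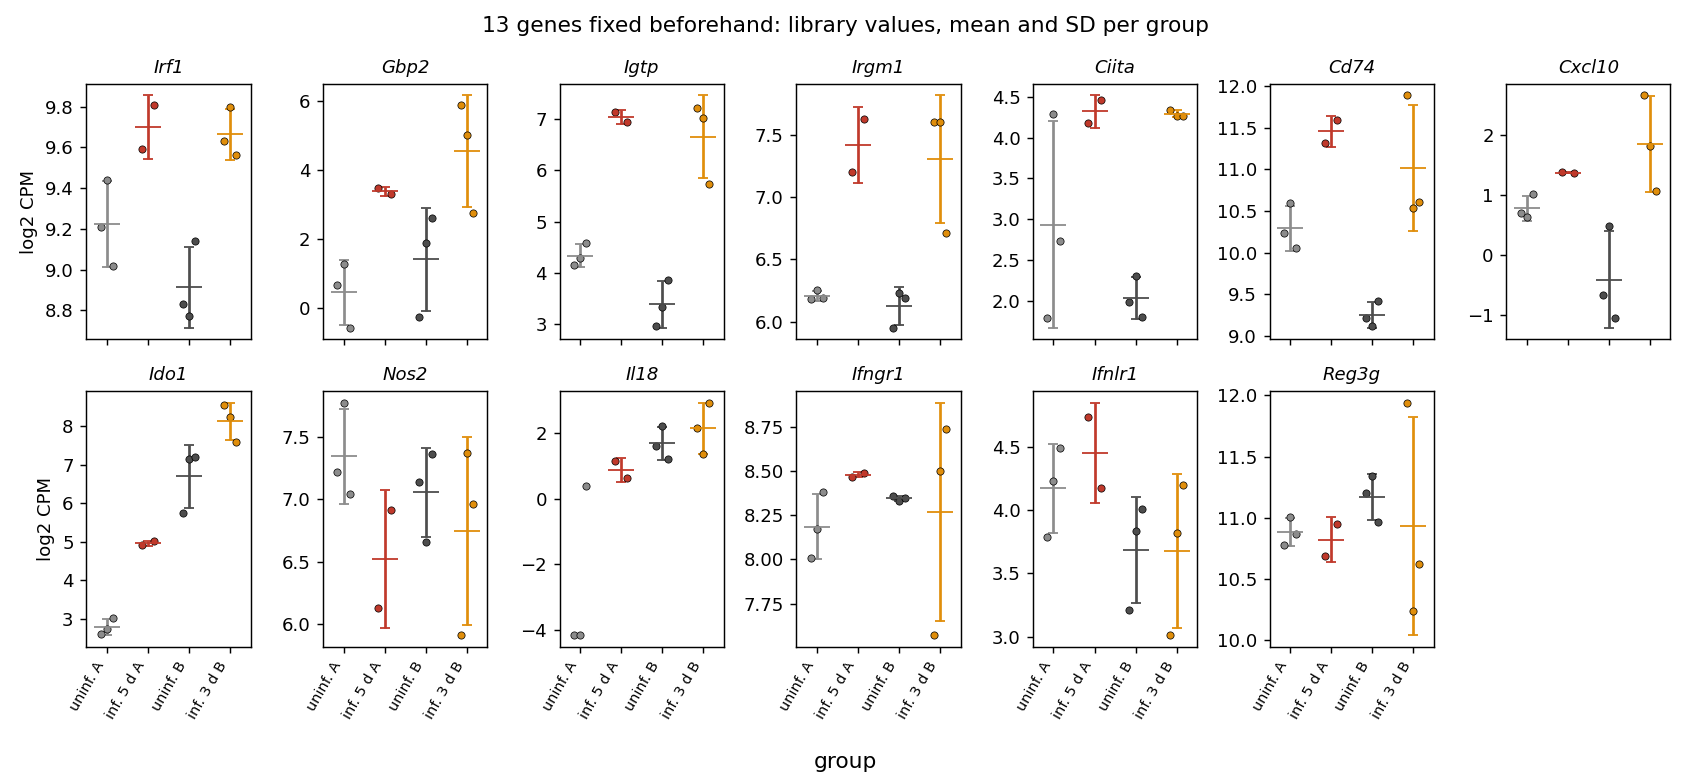
Log2 CPM of 13 of the genes fixed beforehand in each library (points) by group on the horizontal axis, with the group mean and SD as a bar, except where a library is listed at the lowest value of the table (*Il18* in uninfected A). *Igtp* lies between 2.96 and 4.58 in uninfected libraries and between 5.73 and 7.22 in infected ones.

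The list of 40 interferon-gamma-induced genes was higher at both time points. At 5 days its median log2 fold change was 1.20, with 39 of 40 genes higher, a camera adjusted p of 1.1e-37, and a median above all 10000 matched random lists. At 3 days the median was 1.66, with 36 of 40 genes higher and a camera adjusted p of 2.9e-36. In single libraries, set against the uninfected mean of the same experiment, the list median was 1.15 and 1.24 at 5 days and 2.09, 1.57 and 1.23 at 3 days, while no uninfected library exceeded 0.22. The MHC class II list rose by 1.13 at 5 days (adjusted p 6.1e-12) and 1.94 at 3 days (adjusted p 2.8e-15). The type I/III interferon list rose by 0.51 (adjusted p 2.1e-08) and 0.56 (adjusted p 0.00022). These p-values rest on the preset correlation of 0.01, where the estimated one was 0.21, 0.67 and 0.12 for the 3 lists in this order. At 5 days their adjusted p was 0.016, 0.041 and 0.041 by camera with the estimated correlation. By fry it was 0.011, 0.044 and 0.045. The random lists draw genes and not mice, so they do not measure the spread between mice. Leaving out infected 3 days replicate 1 lowered the medians at 3 days to 1.37, 1.63 and 0.38, and all 3 lists stayed past the threshold.

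Camera called 11 of the 16 lists at 5 days. Besides the 3 above, the cholesterol synthesis list (median 0.29, adjusted p 0.00014) and enterocyte markers (0.34, adjusted p 0.0098) were higher. Markers of tuft cells (-1.52, adjusted p 9e-11), enteroendocrine cells (-1.44, adjusted p 1.7e-15), stem cells (-0.63, adjusted p 4.8e-05), Paneth cells (-0.61, adjusted p 0.00097) and goblet cells (-0.59, adjusted p 3e-04), and the cell cycle list (-0.29, adjusted p 0.00017), were lower. Of the 11, 7 held with the inter-gene correlation estimated per list, namely the 3 interferon-related lists, cholesterol synthesis, tuft, enteroendocrine and stem cell markers, and 6 held with fry, the same without cholesterol synthesis (adjusted p 0.053). The enterocyte list rested on 1 library and was lower, at -0.17, without infected 5 days replicate 1. Without that library the cholesterol (0.085), goblet (-0.191) and Paneth (-0.194) lists also missed the threshold, and 7 lists were called. Without uninfected A replicate 1 (0.248) or replicate 2 (0.269) the enterocyte list missed it. The median of the cell cycle list stayed lower, but its size ranged from -0.394 to -0.132 with 1 library left out. Antimicrobial genes (-0.27), immune (0.19), stromal (0.41), red blood cell (-0.10) and sex genes (0.26) were not called, and the stromal list had a mean of -0.08, opposite in sign to its median.

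At 3 days camera called the 3 interferon-related lists alone. With an estimated correlation 1 of these held, the interferon-gamma list (adjusted p 0.026), and with fry 2 held, the interferon-gamma (adjusted p 0.0012) and MHC class II lists (adjusted p 0.0046). The other medians at 3 days were -0.06 for antimicrobial genes, -0.08 for cholesterol synthesis, -0.10 for cell cycle, 0.23 for enterocyte, 0.42 for goblet, 0.06 for Paneth, 0.14 for tuft, -0.14 for enteroendocrine, -0.72 for stem, 0.46 for immune, 0.68 for stromal and 0.75 for red blood cell markers, and 0 for sex genes. The Paneth list had a mean of -0.02. Infected 3 days replicate 1 decided many of these values. Without it 11 lists were called at 3 days, the 3 interferon-related lists, enterocyte markers (0.32, adjusted p 0.0038, higher), and 7 that were lower by camera. These 7 were antimicrobial genes (-0.53, adjusted p 0.0033), cholesterol synthesis (-0.15, adjusted p 7e-04), cell cycle (-0.12, adjusted p 0.039), and Paneth (-0.43, adjusted p 7e-04), enteroendocrine (-0.33, adjusted p 0.0036), stem (-0.37, adjusted p 0.00083) and red blood cell markers (-3.22, adjusted p 0.00087). The medians of lists not called without it were 0.13 for goblet, -0.15 for tuft, -0.07 for immune and 0.29 for stromal markers and -0.84 for sex genes, and the test directions of the immune and stromal lists were opposite to their medians. The count of called lists was 5 without infected 3 days replicate 3, 6 without uninfected A replicate 2 or uninfected B replicate 3, and 7 without uninfected B replicate 2.

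**Figure D3:**
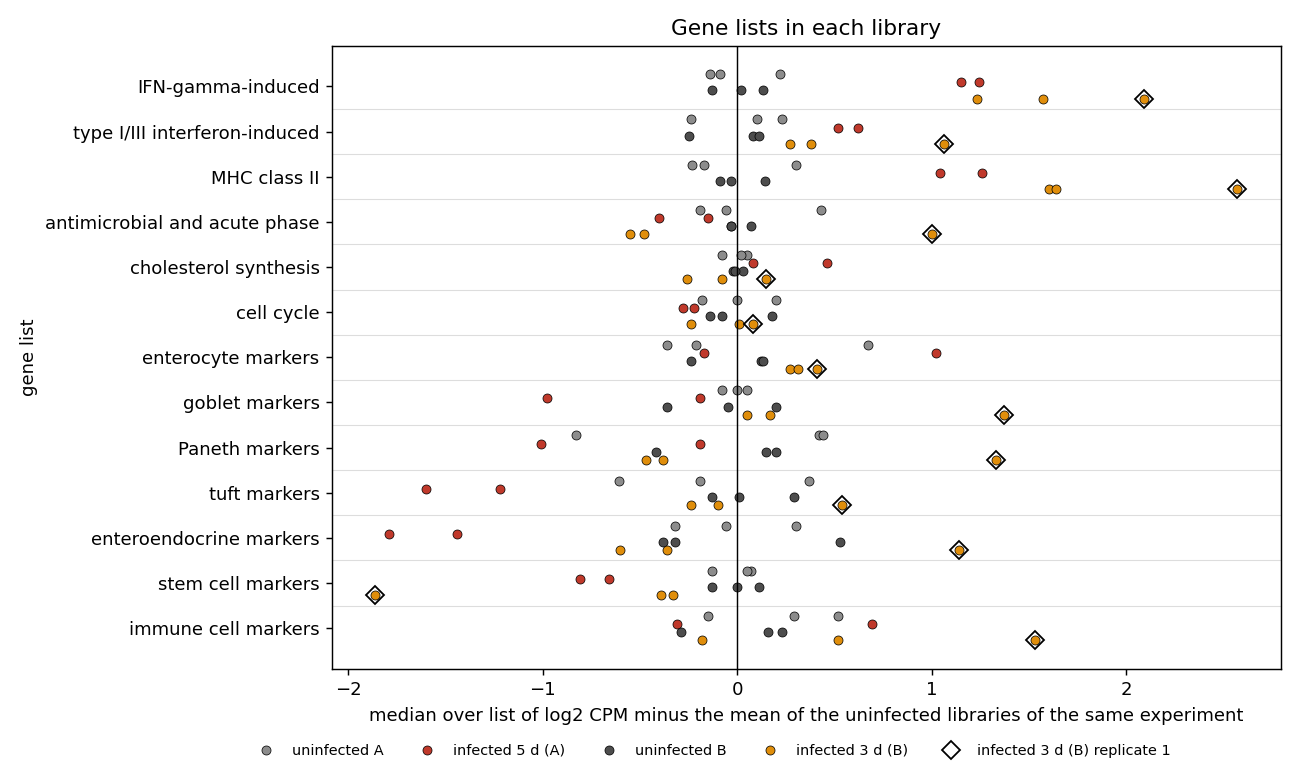
Median over each gene list of log2 CPM minus the mean of the uninfected libraries of the same experiment (horizontal axis) for each library (points, coloured by group) and 13 lists (vertical axis), with infected 3 days replicate 1 marked by a diamond. In the interferon-gamma list all 5 infected libraries lie between 1.15 and 2.09, and tuft and enteroendocrine markers lie between -1.79 and -1.22 in the libraries infected for 5 days.

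The difference between the 5 day and the 3 day effect compares time points and experiments together, since each time point belongs to 1 experiment. Limma called 0 genes for it, with 403 genes at an unadjusted p under 0.05. With 1 library left out, the latter number ranged from 261 (without uninfected B replicate 3) to 969 (without infected 3 days replicate 1). Voom weights also called 0, and array quality weights called 2, both with the lower effect at 5 days. Without infected 5 days replicate 2 it was 4, and without infected 3 days replicate 2 it was 1. Camera called 7 lists for the difference, of which 0 held with an estimated correlation or with fry. These were the interferon-gamma (-0.27), MHC class II (-0.89), goblet (-0.93), Paneth (-0.73), tuft (-1.63) and enteroendocrine (-1.71) lists, lower in the 5 day effect, and cholesterol synthesis (0.53), higher. The stem cell list, which was not called, had a median of -0.33 and a mean of 0.16. Without infected 3 days replicate 1 camera called 9 lists for the difference. The interferon-gamma (-0.05, adjusted p 0.22) and Paneth lists (-0.12, adjusted p 0.82) were no longer among them. The stem cell (-0.49, adjusted p 0.0025) and cell cycle lists (-0.16, adjusted p 0.047), lower in the 5 day effect, and the type I/III interferon (0.12, adjusted p 0.045) and red blood cell lists (3.08, adjusted p 0.012), higher, were added. Across all genes, the log2 fold changes at 5 and at 3 days had a Pearson correlation of 0.157 and a Spearman correlation of 0.173, and 56.0% of genes had the same sign. Genes are not independent replicates, so no p-value is given for these. Of 200 arrangements of the infection labels within each experiment, 22 gave a Pearson correlation as high, and the highest of the others was 0.294. Of the 8 genes called at either time point, 87.5% had the same sign at both.

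Uninfected A and uninfected B were compared to measure how far the experiments differ without infection. Limma called 2 genes, and 922 had an unadjusted p under 0.05. With 1 library left out, the latter number ranged from 539 (without uninfected B replicate 1) to 2521 (without infected 3 days replicate 1). *Ido1* was at 2.79 ± 0.22 log2 CPM in uninfected A and 6.70 ± 0.82 in uninfected B (SD, n = 3 each), a log2 difference of -3.91 (SE 0.37, adjusted p 0.007). *Naip1* was at 1.56, 0.97 and 1.10 log2 CPM in uninfected A and listed at the lowest value in all of uninfected B (adjusted p 0.012). *Ido1* lost the call without uninfected A replicate 2, uninfected B replicate 2 or uninfected B replicate 3, with an adjusted p of up to 0.0787. *Naip1* lost it without any 1 of the 6 uninfected libraries, with an adjusted p of up to 0.107. The count was moved most by array quality weights, to 796 genes (356 higher in A, 440 lower), and 338 were called without infected 3 days replicate 1 (153 higher, 185 lower). It was 0 without uninfected A replicate 2, uninfected B replicate 2 or uninfected B replicate 3, and 1 without uninfected B replicate 1. Camera called 6 lists. The MHC class II (median 1.06, adjusted p 4.2e-09), interferon-gamma (0.37, adjusted p 2.2e-06), type I/III interferon (0.28, adjusted p 0.0093) and enterocyte lists (0.46, adjusted p 0.0047) were higher in uninfected A. The tuft (-0.85, adjusted p 0.00029) and cell cycle lists (-0.31, adjusted p 1.2e-05) were lower. The type I/III interferon and enterocyte lists missed the threshold without uninfected A replicate 3 (0.183 and 0.18) or uninfected B replicate 1 (0.16 and 0.31). None of the 6 held with an estimated correlation or with fry.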

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

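The tests of a different cell mix, of an excess of enterocytes, of the starting levels, and of the part of infected 3 days replicate 1 in the interferon-gamma, MHC class II, goblet, Paneth and cholesterol lists were chosen after the results were seen. All 7 results below are gene lists whose effect at 5 days differed from that at 3 days by the camera test of the difference. None of them passed 0.05 with an estimated inter-gene correlation (adjusted p 0.073 to 0.70) or with fry (0.051 to 0.78). In all of them the time point and the experiment cannot be told apart, because each time point was run in its own experiment.

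The interferon-gamma list rose less at 5 days than at 3 days, by a median log2 difference of -0.27 (adjusted p 0.0069). Without infected 3 days replicate 1 the difference was -0.05 (adjusted p 0.22), so this outlying library is a candidate cause of the whole difference. With array quality weights it was 0.06, but these weights both lowered replicate 1 (0.05) and raised infected 3 days replicate 3 (4.49), which had the lowest list median of that group, so they do not single out replicate 1. The difference also missed the threshold without uninfected A replicate 2 (-0.199), uninfected B replicate 1 (-0.212) or infected 3 days replicate 2 (-0.258). It was largest, at -0.782, without infected 3 days replicate 3, so its size depended on which 3 day libraries were kept. The MHC class II list differed by -0.89 (adjusted p 0.00027). Here the difference stayed at -0.56 (adjusted p 0.0038) without that library, which argues against it as the whole cause. The mean log2 CPM over the list was 5.88 ± 0.35 in uninfected A and 4.97 ± 0.02 in uninfected B (SD, n = 3 each), but 7.05 ± 0.17 (SD, n = 2) and 6.83 ± 0.67 (SD, n = 3) after infection. The infected groups differed by 0.22, within their pooled SD of 0.49. Both the small gap and the wide SD came from infected 3 days replicate 1. Without it the 3 day mean was 6.44 ± 0.01 (SD, n = 2), and the infected groups differed by 0.61, beyond their pooled SD of 0.12 but less than the 0.91 between the uninfected groups. Whether a higher starting level in experiment A accounts for the smaller rise at 5 days therefore cannot be told apart from a difference after infection, since the answer rests on 1 library.

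The goblet list differed by -0.93 (adjusted p 3.4e-05) and the Paneth list by -0.73 (adjusted p 0.035). Without infected 3 days replicate 1 the goblet difference was -0.87 (adjusted p 8.8e-05), so that library was not its whole cause. The Paneth difference fell to -0.12 (adjusted p 0.82), so for Paneth markers the outlying library may be the source. The Paneth difference also missed the threshold without uninfected A replicate 1 (-0.546) or replicate 2 (-0.488), infected 5 days replicate 1 (-0.254) or uninfected B replicate 3 (-0.489), with quantile normalization (-0.433) and with array quality weights (-0.22). It was largest, at -1.169, without infected 5 days replicate 2. The goblet fall at 5 days was uneven between libraries, at -0.98 and -0.19 against uninfected A.

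The tuft list differed by -1.63 (adjusted p 9.7e-07) and the enteroendocrine list by -1.71 (adjusted p 1e-08). The libraries infected for 5 days had the lowest depth, at 14.2 and 23.1 M reads, which could depress genes near the lowest value. However, among the 15 members of both lists with a mean of at least 5 CPM the median fall was -1.79 and -1.45 in these libraries, so low depth does not account for it. Without infected 3 days replicate 1 the differences were -1.33 and -1.17, which argues against that library as the cause. All 5 lists of minor epithelial cell types were below the uninfected A mean in both libraries, 10 of 10 values, as a different mix of sorted cells would give. An excess of enterocytes alone would lower all of them alike. It is argued against by the enteroendocrine list falling further than the goblet list in both libraries, by -0.81 and -1.25, where the SD of that gap over the 6 uninfected libraries was 0.25. Fewer tuft and enteroendocrine cells in the sort cannot be told apart from fewer transcripts per cell, because bulk libraries hold no cell counts. A biological effect of infection on these cells stays open and untested, beside a difference between the experiments in digestion or sorting.

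The cholesterol synthesis list differed by 0.53 (adjusted p 2.5e-05), and by 0.42 (adjusted p 9.4e-10) without infected 3 days replicate 1, so that library was not the whole cause. The uninfected groups had list means of 7.02 ± 0.04 and 6.90 ± 0.05 log2 CPM (SD, n = 3 each), and the infected groups 7.28 ± 0.25 at 5 days (SD, n = 2) and 6.60 ± 0.18 at 3 days (SD, n = 3). The gap of 0.68 between the infected groups exceeded their pooled SD of 0.22 and the uninfected gap of 0.12, which argues against a different starting level. The rise at 5 days was 0.46 in 1 library and 0.08 in the other. Time after infection and a difference between experiments both stay open, and no test here separates them.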

How the results depend on the processing

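Alternatives were fixed before the data were examined, except voom weights, and array quality weights and the replicate block for gene lists, which were chosen after the data were seen. Not run were the pseudocounts (the values were already log2), the normalizations and tests for counts (most values in the table are not whole counts), the dropped library (it has no column), and no filter (the planned filter removed no gene).

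Counts of called genes depended strongly on the processing. At 5 days the main count of 1 became 0 with the stricter filter, quantile normalization, the median shift, voom weights (459, 647, 622 and 397 genes at an unadjusted p under 0.05 by limma) or an adjusted p under 0.01, 8 (3 higher, 5 lower) with the uninfected libraries as one group, 49 (28 higher, 21 lower) with only the groups compared, and 61 (31 higher, 30 lower) with array quality weights. At 3 days the main count of 7 became 4 with the stricter filter or the median shift, 1 without trend or with an adjusted p under 0.01, 0 with only the groups compared or with voom weights (472 and 1133 at an unadjusted p under 0.05), and 166 (91 higher, 75 lower) with array quality weights. With the uninfected libraries as one group it stayed at 7, of which 3 were among the main 7. The difference between effects rose from 0 to 2 with array quality weights. For the uninfected groups the main count of 2 became 1 with the stricter filter, voom weights or an adjusted p under 0.01, and 796 with array quality weights. Leaving out 1 library gave 0 to 116 genes at 5 days, 1 to 19 at 3 days, 0 to 4 for the difference and 0 to 338 for the uninfected groups. The upper values at 5 days, at 3 days and for the uninfected groups came without infected 3 days replicate 1. That library widened the residual spread: the simulated recovery of an absolute log2 fold change of 1 at 5 days rose from 15% to 62% without that library's spread. The 4 genes for the difference came without infected 5 days replicate 2, and the lone library left was assumed to vary like the other groups. For the other settings the cause was not tested.

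The numbers shared by infected and uninfected replicates did not pair the samples. Deviations from the group means of same-numbered libraries correlated at -0.03 and -0.02 in experiment A and at 0.00, -0.23 and 0.11 in experiment B. With the replicate block, 0 genes were called at 5 days, at 3 days and for the difference (517, 829 and 254 at an unadjusted p under 0.05), with 3 residual degrees of freedom. The fixed genes past 0.05 over the list alone at 5 days went from 7 to 4 with the block, and the lists called at 3 days from 3 to 5.

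The fixed genes past the threshold over the list alone numbered 2 to 11 at 5 days and 9 to 10 at 3 days when 1 library was left out. Without the block the other settings gave 5 to 9 and 8 to 11. *Ido1* at 5 days fell to a log2 fold change of 0.22 with the uninfected libraries as one group, since its level differed between the uninfected groups. *Naip1* at 3 days fell from 7.286 to 4.603 (adjusted p 0.264) in that setting, and it also lost the call with only the groups compared (adjusted p 0.0913), the replicate block (0.188) and voom weights (0.248). Among the fixed genes, signs reversed for 4 that passed at neither time point, and the cause was not tested. At 3 days *Ifnlr1* (main -0.01) was 0.037 with quantile normalization, 0.07 with the median shift, 0.49 with array quality weights and 0.018 with voom weights, and -0.275 to 0.323 with 1 library left out. *Ifngr1* (main -0.08) was 0.001 with the median shift, 0.341 with array quality weights, 0.002 with the uninfected libraries as one group, and -0.317 to 0.27 with 1 library left out. *Nos2* (main -0.30) was 0.012 with array quality weights and -0.616 to 0.114 with 1 library left out. *Reg3g* was -0.627 with array quality weights, where it was called as lower (adjusted p 0.0481 over all genes), and -0.736 to 0.11 with 1 library left out. At 5 days, with 1 library left out, *Ifnlr1* ranged from -0.005 to 0.557 and *Reg3g* from -0.201 to 0.06. In the other settings *Reg3g* at 5 days ranged from -0.211 to -0.044.

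The rise of the interferon-gamma list kept its direction and its camera call in all alternatives run, with medians of 1.143 to 1.453 at 5 days and 1.323 to 1.949 at 3 days. The lists called at 5 days went from 11 to 7 with an estimated correlation and 6 with fry, and ranged from 7 to 12 with 1 library left out. At 3 days the 3 lists became 1 with an estimated correlation, 6 with quantile normalization, 11 with array quality weights and 6 with the uninfected libraries as one group, and 3 to 11 with 1 library left out. The type I/III interferon list at 3 days missed the threshold with an estimated correlation (adjusted p 0.227) and with fry (0.107). The 7 lists for the difference and the 6 for the uninfected groups became 0 and 0 under both of these tests. The enterocyte list at 5 days ranged from -0.166 to 1.018 with 1 library left out, and only infected 5 days replicate 1 reversed it. For the other list medians, alternatives that kept all libraries left 93 values with the same test direction and call and 3 without the call, 2 for the Paneth and 1 for the interferon-gamma list in the difference between effects. The last of these had a median of 0.063 with array quality weights, opposite in sign to its main value.

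The Pearson correlation of the 5 day and 3 day effects rose from 0.157 to 0.269 with the stricter filter, which removed the genes nearest the lowest value, and was 0.104 to 0.191 with 1 library left out. The share of called genes with the same sign went from 87.5% to 100% with the stricter filter, quantile normalization, the median shift or an adjusted p under 0.01, and was 71.4% to 100% with 1 library left out.

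The number of genes listed at the lowest value did not simply follow depth. It was 205 in infected 5 days replicate 1, the shallowest library, but 68 in infected 5 days replicate 2, the next shallowest, and 170 and 124 in infected 3 days replicate 1 and replicate 2, against 59 to 97 in the other libraries. Among genes with a mean log2 CPM of at least 5, the spread between replicates exceeded the counting error in every pair of replicates.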

Other observations

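The tests of low depth, of red blood cell RNA, of the length trend as a whole cause, of immune cells, of infected 3 days replicate 1 as the source of the interferon-gamma rise, of the *Naip* paralogs, of the label arrangements over both experiments, of genes switched between groups, and of the splits for the gene count at 5 days and for the list between the uninfected groups were chosen after the results were seen.

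Infected 3 days replicate 1 differed from the other 10 libraries in its whole profile. The summed CPM of 4 haemoglobin genes was 2852 there and between 0.50 and 98.99 elsewhere. *Cdh1* was at 251 CPM there and between 1296 and 1817 CPM elsewhere, while *Epcam* was at 2632 CPM, near the 1943 to 2532 CPM of the others. Low depth was argued against by its 41.5 M estimated reads, more than in 8 of the other libraries. Red blood cell RNA was not the whole cause, since without the haemoglobin genes its highest correlation with another library was 0.839, where the other 10 reached at least 0.93 with each other. A few genes taking most of the counts was argued against by a share of 11.3% of CPM in the 10 highest genes, against 7.0% to 10.1% elsewhere. Its log2 differences from the other libraries followed GC content with a Spearman correlation of -0.251 across genes, no more than in libraries that did not stand apart (up to 0.396). A rank correlation does not measure the size of a trend, so this does not exclude GC content as a part of the cause. The log2 differences fell with transcript length (Spearman -0.337 across 9580 genes, against -0.11 to 0.221 in the others), with a median of 0.72 for the shortest and -0.51 for the longest of 4 equal length classes. A loss of long transcripts is therefore a candidate part of the cause. It was not the whole, since after centring in 50 length bins the median correlation with the other libraries over these genes went from 0.726 to only 0.752, below the lowest value of 0.92 among the other 10. With centring in GC bins as well the median correlation was 0.779, still below 0.92. A poorer RNA sample that annotated length captures only in part, a different mix of cells and a stronger infection of that mouse all stay open.

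Immune cells carried into the sort could bring interferon-gamma target transcripts with them. At 5 days *Cd74* rose from 1269 to 2816 CPM, while *Ptprc*, *Coro1a* and *Laptm5* together rose by 0.60 CPM, from 2.87 to 3.47. The summed CPM of all 10 immune genes in the table was 20.1 in uninfected A and 16.3 at 5 days. At 3 days *Cd74* rose from 611 to 2277 CPM and the 3 immune genes by 1.05 CPM, from 2.61 to 3.67. These levels argue against immune cells as the source of the *Cd74* rise at both time points. The sum over all 10 immune genes rose from 16.9 to 27.4 CPM at 3 days, far less than *Cd74*. For scarce members of the interferon-gamma list this comparison cannot exclude immune cells. *Cxcl10*, for example, had a mean of -0.41 log2 CPM in uninfected B and 1.85 at 3 days. Only 10 of the 19 genes of the immune list were in the table.

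The rise of the interferon-gamma list at 3 days did not come from the outlying library alone, since the median was 1.37 without it. Infected 3 days replicate 2 and replicate 3 were at 1.57 and 1.23, where no uninfected B library exceeded 0.13. The median of 1.37 also lay above all 10000 matched random lists, but these draw genes and not mice. The same list lay above all of them between the uninfected groups too, with a median of 0.37. Within experiment A, 1 of the 10 splits of the 5 libraries gave a list median as high as 1.20, the real one, and the highest other was 0.40. Within experiment B, 1 of 10 gave a median as high as 1.66, and the highest other was 0.91. With 10 splits chance cannot be excluded in either experiment. Over both experiments, the mean log2 CPM of the list rose by an average of 1.67, and 1 of the 200 arrangements of the labels within experiments gave a difference as large in either direction. The largest of the others was a fall of 1.55, and the largest rise among them was 1.27. The exact permutation p of 0.005 (two-sided) is the smallest this design can give, and it was 0.02 after adjustment over 16 lists. The type I/III interferon, MHC class II and stem cell lists reached the same p, and no other list passed 0.05 after adjustment. The stem cell score was lower by 0.92 at 5 days and 1.08 at 3 days, and lower than the uninfected mean in all 5 infected libraries. Without infected 3 days replicate 1 the difference at 3 days was -0.39, so most of the fall there came from that library. Chance is thus argued against as the cause of the interferon-gamma rise, and an effect of infection is the hypothesis left, found and tested on the same data.

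For the counts of called genes, chance could not be excluded. At 5 days 2 of 10 splits of the experiment A libraries gave as many as 1 gene, and the highest other gave 1, while 1 of 10 gave as many as 644 genes by unadjusted p under 0.05, and the highest other gave 479. At 3 days 1 of 10 splits of the experiment B libraries gave as many as 7 genes, and the highest other gave 0. By unadjusted p under 0.05, however, 2 of the 10 gave as many as the 1093 genes, and another split gave 1415. For the uninfected groups, 1 of 10 splits gave as many as 2 genes, and the highest other gave 0, while 1 of 10 gave as many as 922 genes by unadjusted p, and the highest other gave 301. Chance could not be excluded either for the interferon-gamma list between the uninfected groups, where 1 of 10 splits gave a median as large as 0.37, and another gave 0.36.

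Uninfected A and uninfected B differed in *Ido1*, *Naip1* and MHC class II genes. A shift of reads between *Naip* paralogs may have set the *Naip1* difference of 2.29 CPM. The other 4 *Naip* genes summed to 298 CPM in uninfected A and 289 CPM in uninfected B, a difference of 9.7 CPM with an SD between libraries of 59.7 CPM, which is too coarse to decide. A different starting state of the mice in the 2 experiments and a difference in handling cannot be told apart either, because each uninfected group belongs to 1 experiment.

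Genes listed at the lowest value in 1 group and high in the other were searched for. At 5 days 4 genes (*Apol9b*, *Chat*, *Ppp1r2-ps4* and *Tbc1d19*) were listed at the lowest value in every library of one group and at 1 CPM or more in every library of the other. As many were found in 2 of the 10 splits of these libraries, and the highest other split also gave 4. The search gave 0 genes at 3 days and 0 for the uninfected groups, although the listed values of *Naip1* met the rule in both. The search was therefore incomplete, and its counts are uncertain. They cannot decide whether the *Tbc1d19* call came by chance, which stays open. Such all-or-none values occurred within groups too: 39 genes were at the lowest value in 1 library infected for 3 days and at a log2 CPM of at least 2 in the other libraries of that group, against 1 to 8 genes in the other groups.

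Replicates of 1 group also differed in their cell type lists. Relative to the uninfected A mean, enterocyte markers were at -0.21, -0.36 and 0.67 in uninfected A replicates 1, 2 and 3, and Paneth markers at 0.42, 0.44 and -0.83. In uninfected B, relative to the uninfected B mean, enterocyte markers were at -0.24, 0.12 and 0.13 and Paneth markers at 0.15, 0.20 and -0.42. No explanation was tested for this.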
